A study of Beta vulgaris with 6 samples.

How the data were processed

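Circular RNAs (circRNAs) are closed RNA loops recognised in sequencing reads by a back-splice junction. They were profiled in total RNA from leaves of sugar beet (Beta vulgaris), genotype KWS9147, in 3 well-watered and 3 drought-stressed libraries. Per the labels' protocols, RNA integrity was checked on a Bioanalyzer and strand-specific Illumina libraries were made with an NEBNext directional kit. The labels state neither the severity or length of the drought, nor any depletion of ribosomal or linear RNA. They also name no aligner, circRNA caller, genome build or filter.

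The authors deposited 1 table with a row for each of 563 circRNAs and 2 columns per library. Per the file headers, the first is a read count and the second is TPM. The read counts are whole numbers and not normalized. No listed count equals 1, so the lowest count above 0 is 2 in the table, and a circRNA seen once in a library cannot be told from one not seen. The deposited TPM contains no length term: within each library every TPM value is the read count divided by 1 constant. That constant, expressed as a number of reads, lies between 5447 and 17019 and exceeds the sum of the counts of its library by 1677 to 4665 reads. The TPM columns therefore sum to between 689159 and 725895, below the total a TPM column has by definition. The circRNAs are named by number only, from 2 to 945. Coordinates, host genes, lengths and classes were not analysed here, so the comparisons of length and class that had been intended were not made. Of the 563 names, 0 matched an identifier in the RefSeq gene table of the EL10.2 assembly, and the files do not pair the names with genes, so no gene is named.

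All 12 columns were matched to a library by the sample titles. The labels name no sequencing or library batch. Depth was taken as the sum of the counts per library, which ran from 3770 to 12354 reads. At that depth a true count of 0 still allows up to 3 reads. This is 0.0243% of the reads in the deepest library and 0.0796% in the shallowest. A single read is also listed as 0, so the limit for a listed 0 is higher than these values. Such limits cover counting error only, since reads without molecular identifiers are not independent molecules. Sequencing depth before circRNA calling was not analysed here, so totals were not scaled to it.

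Differences between drought and well-watered leaves were tested on the counts with edgeR 4.0.16 in R 4.3.3. The test was the quasi-likelihood F test with package defaults, TMM normalization and library sizes equal to the count sums. It was run on the 210 circRNAs with at least 10 reads summed over the 6 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Normalised CPM are read counts scaled by the TMM-adjusted library size to a common total of 1e6 reads. The standard error given with a log2 fold change is approximate, the fold change divided by the square root of F. In the fit with all libraries it rests on the spread shared by all circRNAs, not on that of the circRNA itself. Where all libraries of a group had 3 reads or fewer, the fold was computed against that floor of 3 reads. It is a lower bound only for that floor and with TMM scaling.

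Totals, numbers of circRNAs and shares were compared by exact two-sided permutation tests of the difference of group means (SciPy 1.17.1). With 3 libraries against 3 these exact tests cannot go below p = 0.10. Numbers of circRNAs were also calculated as the expected number at an equal number of reads (rarefaction). Spearman correlations between libraries used log2 CPM with a prior count of 1 and run across circRNAs, which are not independent replicates. Pairs of libraries were compared by a chi-square test of their counts. Within a group the chi-square per degree of freedom was between 3.18 and 4.96, above what counting error alone gives. That test treats reads as independent, so it cannot show that libraries come from separate samples; each was counted as a replicate because the labels list it as a separate sample.

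The circRNAs named were the 5 with the highest mean CPM and, among those past an adjusted p of 0.05, the 5 higher and the 5 lower with the smallest p. A direction with fewer than 3 such circRNAs was filled up to 3 with the smallest unadjusted p under 0.05. The rule, the tests and most alternatives were fixed before the data were examined. Alternatives were other normalizations, other count filters, DESeq2 1.42.0 and limma 3.58.1 (on log2 of the deposited TPM plus 1 or 10). Other edgeR dispersion settings, a replicate block and leaving out each library in turn were also tried. Settings that used the totals behind the TPM, that removed the 3 most abundant circRNAs, or that rarefied with a minimum of 2 reads were chosen after seeing the data. So was leaving out each library in the comparison of circRNAs found in one group only.

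The edgeR, DESeq2 and limma fits were tested on simulated data. Counts for the 563 circRNAs were drawn from the real means, library sizes and fitted dispersions, and counts of 1 were set to 0. Among 20 simulated tables without any change, edgeR made a call in 1. With 200 circRNAs changed 16-fold, edgeR recovered 28.4% of the changed circRNAs that passed the filter (a mean of 97.4 per table), and 1.42% of its calls were false. With a 4-fold change it recovered 5.89%, so changes of that size were mostly below detection. DESeq2 recovered 29.6% at 16-fold with 1.54% false calls. For limma, simulated at a pseudocount of 1 only, 18.6% of the calls at 16-fold were false. Without any change, DESeq2 and limma also made a call in 1 of the 20 tables each.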

Results

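circRNAs were quantified in sugar beet leaves to determine how their abundance differed between seedlings under drought stress and well-watered seedlings. A total of 563 circRNAs were listed across 3 well-watered and 3 drought libraries. The well-watered libraries held 4357, 5168 and 3770 circRNA reads for replicates 1, 2 and 3. The drought libraries held 8586, 12354 and 5731 reads. Detection was uneven. Of the 563 circRNAs, 290 (51.5%) were found in a single library, and 39 (6.93%) were found in all 6 libraries. Those 39 circRNAs accounted for 84.7% of all reads.

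The mean number of circRNA reads was 8890 ± 3322 (SD, n = 3) under drought and 4432 ± 702.0 (SD, n = 3) in well-watered leaves. Each drought library held more reads than each well-watered library. The exact permutation test gave p = 0.10, the smallest value that 3 against 3 libraries allow. The difference of 4459 reads fell to 2727 reads without drought replicate 2, the deepest library. The number of circRNAs detected was 286 ± 66.1 (SD, n = 3) under drought and 113 ± 19.1 (SD, n = 3) in well-watered leaves, again without overlap (exact permutation p = 0.10). To compare libraries of different depth, the numbers were also calculated at an equal depth of 3770 reads. The expected number of circRNAs with at least 1 read was 252 ± 38.0 under drought and 113 ± 18.9 in well-watered leaves (SD, n = 3 each, exact permutation p = 0.10). No count of 1 is listed, but thinning creates single reads in the deeper libraries, which raises this number mostly under drought. For drought replicate 2 it was 287, against 192 with a minimum of 2 reads. For well-watered replicate 3, the shallowest library, it was 92 at both minimums. With a minimum of 2 reads, the lowest count listed and a setting chosen after the data were seen, the expected number was 187 ± 3.79 under drought and 109 ± 16.4 in well-watered leaves (SD, n = 3 each, exact permutation p = 0.10).

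**Figure D1:**
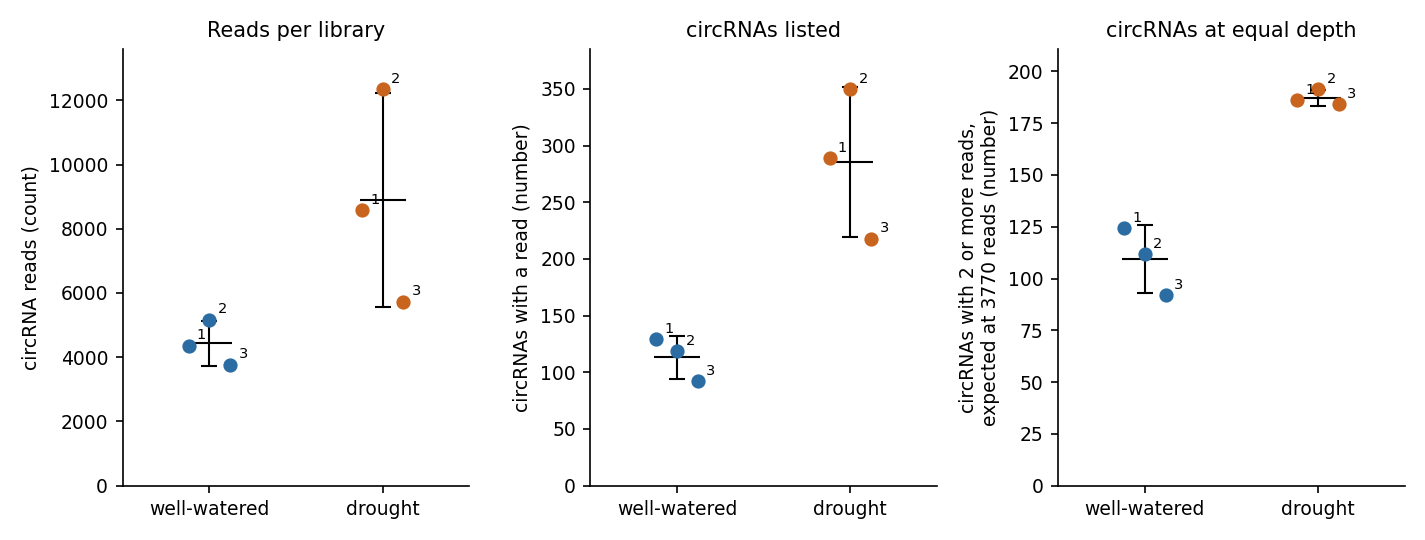
circRNA reads per library, circRNAs listed per library, and the expected number of circRNAs with 2 or more reads at 3770 reads, each on a linear axis from 0, with points for libraries (replicate number beside each) and bars for the group mean and SD. In each panel the 3 drought libraries lie above the 3 well-watered libraries.

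A few circRNAs took most of the reads in each library. The 10 most abundant circRNAs of a library held 76.8% ± 1.08 of its reads under drought and 83.2% ± 2.43 in well-watered leaves (SD, n = 3 each). All drought libraries were below all well-watered libraries (exact permutation p = 0.10). These 3 exact tests (reads, circRNAs detected and share of the 10 most abundant) each had a Benjamini-Hochberg adjusted p of 0.10. novel_circ_0000443 was the most abundant circRNA, with 39.8% ± 2.19 of the reads under drought and 43.5% ± 1.69 in well-watered leaves. novel_circ_0000442 followed with 26.8% ± 1.31 and 27.2% ± 0.928, and novel_circ_0000444 with 3.73% ± 0.248 and 3.74% ± 0.667. novel_circ_0000087 made up 1.80% ± 0.625 of the reads under drought and 1.65% ± 0.319 in well-watered leaves. The share of novel_circ_0000736 was 1.00% ± 0.213 under drought and 2.77% ± 0.909 in well-watered leaves.

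Libraries were then compared by their circRNA profiles. Across the 210 circRNAs with at least 10 reads in total, the Spearman correlation was 0.482 ± 0.0397 (SD over 6 pairs) within groups and 0.385 ± 0.0310 (SD over 9 pairs) between groups. The difference of 0.0969 was larger than that of any of the other 9 ways to split the 6 libraries into 3 and 3, which ran from -0.0280 to 0.0244. When all 563 circRNAs were included, the difference was 0.0263.

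Presence and absence also differed between the groups. In all, 518 circRNAs were found in at least 1 drought library and 215 in at least 1 well-watered library, with 170 in both. The 348 circRNAs found only under drought held 6.07% of all reads, and the 45 found only in well-watered leaves held 0.518%. A stricter comparison required reads in all 3 libraries of one group and in none of the other. It gave 18 circRNAs present only under drought and 0 present only in well-watered leaves. The other 9 splits of the libraries gave between 1 and 7 such circRNAs in both directions together. The 18 circRNAs had between 9 and 157 reads each, with a median of 20.5. Requiring 2 of the 3 libraries gave 99 circRNAs only under drought and 4 only in well-watered leaves. The total of 18 depended on each library: it rose to 55 without drought replicate 3, to 46 without drought replicate 1 and to 36 without drought replicate 2. Without well-watered replicates 1, 2 and 3 it was 32, 29 and 26.

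Differential abundance was tested for the 210 circRNAs with at least 10 reads. By edgeR's quasi-likelihood test, 8 circRNAs had a Benjamini-Hochberg adjusted p under 0.05, of which 6 were higher and 2 were lower under drought. At an unadjusted p under 0.05 there were 26 circRNAs, against 10.5 given by chance, and 22 of them (84.6%) were higher under drought. That direction depended on scaling and on the filter. With library totals in place of TMM factors, 15 were higher and 11 were lower, and the number at an adjusted p under 0.05 was again 8 (5 higher and 3 lower), of which 7 were shared. With filterByExpr, 4 were higher and 4 were lower at an unadjusted p under 0.05, and 1 was higher and 3 were lower at an adjusted p under 0.05. Without the 3 most abundant circRNAs and without TMM, 11 were higher and 14 were lower, and 3 in each direction had an adjusted p under 0.05. TMM factors were 1.23, 1.12 and 1.13 for the well-watered libraries and 0.783, 0.788 and 1.05 for the drought libraries. The median log2 fold change of the 77 circRNAs with at least 30 reads was 0.50 with TMM and 0.07 with library totals. Among the alternatives that used all libraries, the number with an adjusted p under 0.05 ran from 1 with DESeq2 to 19 with limma on log2(TPM + 1), with 16 and 27 at an unadjusted p under 0.05. The count was also sensitive to single libraries. Without drought replicate 1 no circRNA passed an adjusted p of 0.05 in the edgeR test, although 33 had an unadjusted p under 0.05. It fell to 1 without drought replicate 2 and to 1 without drought replicate 3, in both cases novel_circ_0000301.

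**Figure D2:**
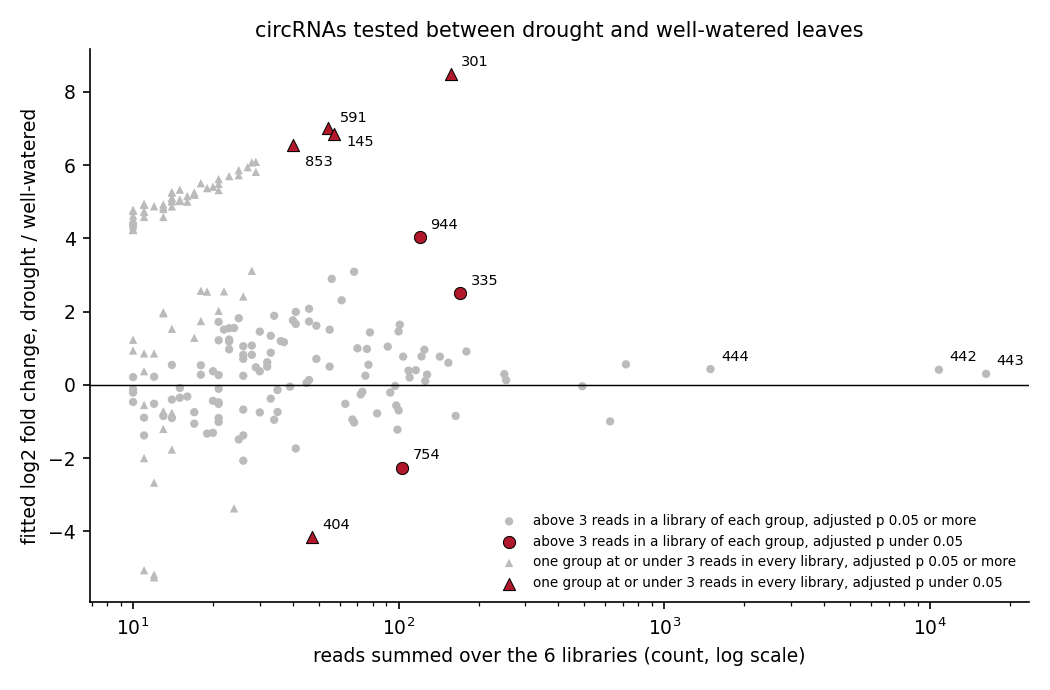
Fitted log2 fold change (drought over well-watered, edgeR with TMM) against the reads summed over the 6 libraries on a log axis, for the 210 circRNAs tested; red symbols have an adjusted p under 0.05, triangles mark circRNAs with 3 reads or fewer in every library of one group, whose fold changes depend on the prior count, and numbers are the last 3 digits of the name. Of the 8 red symbols, 6 lie above 0 and 2 below, and the 3 most abundant circRNAs lie close to 0.

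novel_circ_0000301 showed the smallest p. Its direction, and that of the 6 others named under the naming rule with an adjusted p under 0.05, was the same in every setting in which it was tested. It had 61, 61 and 35 reads in the drought libraries and 0 reads in each well-watered library. Its normalised CPM under drought was 7060 ± 1755 (SD, n = 3). With TMM this was at least 11.9-fold higher than the floor of 3 reads in well-watered leaves (edgeR quasi-likelihood test, adjusted p = 2.04e-11). In shares of library totals the bound is smaller. novel_circ_0000301 held 0.605% ± 0.108 (SD, n = 3) of the reads under drought, against floors of 0.0580% to 0.0796% in the well-watered libraries. Over 20 alternative settings its adjusted p ran from 9.22e-16 to 0.113, and it passed 0.05 in 19 of them, the exception being the fit without drought replicate 1. novel_circ_0000591 had 29, 13 and 12 reads under drought and none in well-watered libraries, which is at least 4.29-fold higher (edgeR adjusted p = 0.00251, from 0.00351 to 0.225 over 19 settings). novel_circ_0000145 had 15, 38 and 4 reads under drought and none in well-watered libraries, at least 3.81-fold higher (edgeR adjusted p = 0.00589, from 0.00618 to 0.319 over 19 settings). novel_circ_0000591 passed an adjusted p of 0.05 in 15 of 19 settings and novel_circ_0000145 in 13 of 19. At 30 reads and without the 3 most abundant circRNAs, novel_circ_0000145 fell short (edgeR adjusted p of 0.0577 and 0.0768). Neither circRNA passed with DESeq2 (DESeq2 adjusted p of 0.0658 and 0.0662) or when a drought library was left out. The edgeR adjusted p was 0.225 for each without drought replicate 1, 0.128 and 0.319 without drought replicate 2, and 0.218 for each without drought replicate 3. The sixth circRNA above the threshold in this direction fell outside the naming rule and is named here after its values were seen. This circRNA, novel_circ_0000853, had 25, 11 and 4 reads under drought and none in well-watered libraries, at least 3.09-fold higher (edgeR adjusted p = 0.0350). Its adjusted p ran from 0.0125 to 0.319 over 19 settings and passed 0.05 in 3 of them. It did not pass when any library was left out. Its edgeR adjusted p was 0.0518, 0.0914 and 0.0537 without well-watered replicates 1, 2 and 3. Without drought replicates 1, 2 and 3 the adjusted p was 0.225, 0.319 and 0.218. The bounds of novel_circ_0000591, novel_circ_0000145 and novel_circ_0000853 use the drought mean and depend on single libraries. In drought replicates 1, 2 and 3, normalised CPM was 4312, 1335 and 2003 for novel_circ_0000591. It was 2231, 3903 and 668 for novel_circ_0000145, and 3718, 1130 and 668 for novel_circ_0000853.

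Both remaining circRNAs higher under drought had reads in well-watered leaves. novel_circ_0000335 reached 6886 ± 233.4 normalised CPM under drought and 1252 ± 1438 in well-watered leaves (SD, n = 3 each). Its log2 fold change was 2.50 ± 0.62 (approximate SE, edgeR adjusted p = 0.00336). The log2 fold change was 1.80 without well-watered replicate 2 and 3.86 without well-watered replicate 3. novel_circ_0000335 passed an adjusted p of 0.05 in 10 of 20 alternative settings, in which the adjusted p ran from 0.000147 to 0.426. The increase of novel_circ_0000944 was carried by only 2 of the 3 drought libraries, with 0, 75 and 41 reads against 0, 0 and 4 reads in well-watered leaves. Its log2 fold change was 4.04 ± 0.84 (approximate SE, edgeR adjusted p = 0.000209). The log2 fold change was 3.38 without well-watered replicate 2. Without well-watered replicate 3, which leaves no well-watered reads, it was 8.08. novel_circ_0000944 passed an adjusted p of 0.05 in 10 of 19 settings, in which the adjusted p ran from 2.98e-06 to 0.782. With all libraries it fell short with robust dispersion estimation (edgeR adjusted p = 0.346) and at 30 reads (edgeR adjusted p = 0.150). It also fell short with DESeq2 (adjusted p = 0.782) and with limma at pseudocounts of 1 and 10 (adjusted p of 0.533 and 0.456). Neither passed without well-watered replicate 2 (edgeR adjusted p of 0.0794 for novel_circ_0000335 and 0.0914 for novel_circ_0000944). Nor did they without drought replicates 1 (0.426 and 0.225), 2 (0.319 and 0.359) or 3 (0.218 and 0.265).

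Both circRNAs lower under drought at an adjusted p under 0.05 had few reads in the drought libraries. novel_circ_0000404 had 15, 17 and 12 reads in the well-watered libraries and 3, 0 and 0 reads in the drought libraries. Its normalised CPM in well-watered leaves was 2855 ± 75.7 (SD, n = 3). The drought level was at least 6.82-fold lower, computed against the floor of 3 reads (edgeR adjusted p = 0.00801, from 0.000277 to 0.319 over 20 settings). novel_circ_0000754 had 1069 ± 388.4 normalised CPM under drought and 5148 ± 1960 in well-watered leaves (SD, n = 3 each). Its log2 fold change was -2.26 ± 0.67 (approximate SE, edgeR adjusted p = 0.0229), and it passed an adjusted p of 0.05 in 12 of 20 alternative settings, with a range from 0.000277 to 0.319. Neither passed without well-watered replicate 2 (edgeR adjusted p of 0.0534 for novel_circ_0000404 and 0.0914 for novel_circ_0000754). Nor did they without drought replicate 1 (0.113 and 0.225), 2 (0.319 for both) or 3 (0.218 for both), and novel_circ_0000754 also fell short without well-watered replicate 3 (0.0634). novel_circ_0000736 was next by p and did not pass the threshold, with a log2 fold change of -0.999 ± 0.36 (approximate SE, edgeR unadjusted p = 0.00614, adjusted p = 0.129). With library totals in place of TMM it did pass, at a log2 fold change of -1.46 and an edgeR adjusted p of 2.02e-05. Its adjusted p over 20 settings ran from 1.36e-06 to 0.544 and passed 0.05 in 9 of them. The edgeR adjusted p was 0.0139 without well-watered replicate 2.

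**Figure D3:**
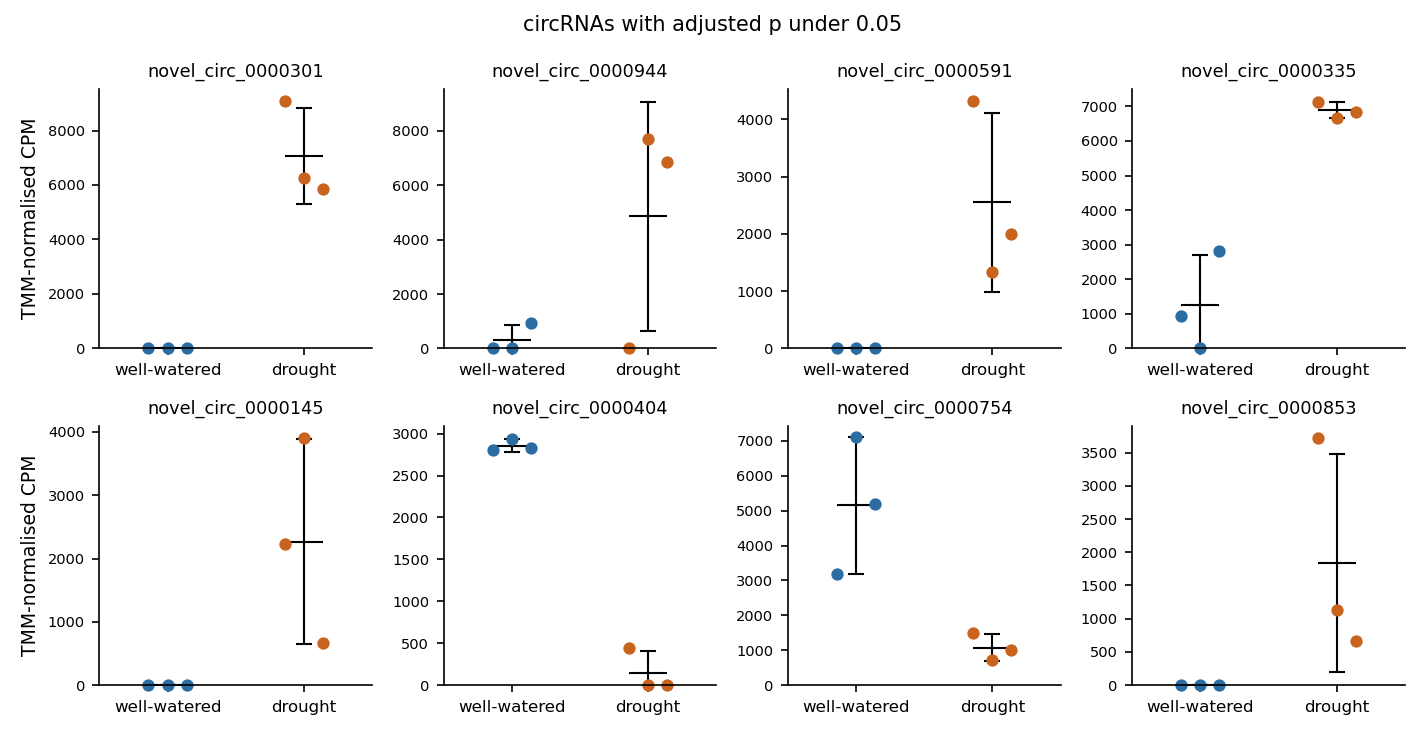
TMM-normalised CPM of the 8 circRNAs with an adjusted p under 0.05, with a linear axis from 0 in each panel, points for libraries in the order of replicates 1, 2 and 3, and bars for the group mean and SD (not drawn below 0). The 4 circRNAs without reads in well-watered leaves are novel_circ_0000301, novel_circ_0000591, novel_circ_0000145 and novel_circ_0000853.

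Among the most abundant circRNAs, the other 4 did not pass an adjusted p of 0.05 in any setting. novel_circ_0000443 had a log2 fold change of 0.30 ± 0.18 (approximate SE, edgeR adjusted p = 0.351) with TMM and of -0.13 with library totals. novel_circ_0000442 changed by 0.41 ± 0.19 with an unadjusted p of 0.0323 and an edgeR adjusted p of 0.323, and by -0.02 with library totals. For novel_circ_0000444 the log2 fold change was 0.43 ± 0.29 (edgeR adjusted p = 0.371), and it was -0.00351 with library totals. That of novel_circ_0000087 was 0.56 ± 0.36 (edgeR adjusted p = 0.366). All but the last of these values with TMM were below the median shift of 0.50 for circRNAs with at least 30 reads.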

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

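Settings that used the totals behind the TPM, left out the 3 most abundant circRNAs or rarefied with a minimum of 2 reads were chosen after the data were seen. The count of circRNAs with an adjusted p under 0.05 was 8, and it stayed between 6 and 9 under other scalings, without a filter and with other edgeR dispersion settings. Filtering with filterByExpr left 42 circRNAs tested, with 4 past the adjusted threshold, 8 at an unadjusted p under 0.05, and 50% of the latter higher under drought. Requiring 30 reads left 77 tested, with 4 past the adjusted threshold, 14 at an unadjusted p under 0.05 and 64.3% of these higher. Fewer circRNAs tested accounts for part of the first drop, as 4 of the 8 calls were not tested under filterByExpr. At 30 reads all 8 were tested and 4 of them passed. The prior degrees of freedom were then 3.55 and 7.77. DESeq2 gave 1 call and 16 at an unadjusted p under 0.05; the cause was not tested. limma on log2(TPM + 1) gave 19 calls and on log2(TPM + 10) gave 15, and 5 of the 8 edgeR calls were among them in each case. On simulated data with a 16-fold change, 18.6% of limma's calls were false, against 1.42% of edgeR's. Without any change, each made a call in 1 of 20 simulated tables. The counts were drawn from edgeR's fitted dispersions, and limma was simulated at a pseudocount of 1 only. These rates therefore cannot decide how many of limma's 19 and 15 calls were false.

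Leaving out each of the 6 libraries in turn gave from 0 to 8 calls. All fits without a drought library gave 0 or 1, and all without a well-watered library gave 6 or 8. Those were not always the same circRNAs. Without well-watered replicates 1, 2 and 3, the calls included 7, 3 and 6 of the 8 made with all libraries. In the fit with all libraries the prior degrees of freedom were infinite, so each circRNA was tested with the spread shared by all circRNAs and not with its own. Without drought replicates 1, 2 and 3 they were 2.17, 7.92 and 6.29. The fit with legacy = FALSE had 50.6 and still gave 8 calls. Whether the lower values or the loss of a library brought the drop was not tested. The share of circRNAs higher under drought at an unadjusted p under 0.05 ran from 76.7% to 94.7% over these fits. The circRNAs found in one group only numbered from 26 to 55, since fewer libraries make the requirement easier to meet.

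The share higher under drought was 84.6% and moved with the filters above as well as with scaling. It was 57.7% with library totals and 64.0% with the totals behind the TPM and no TMM. Without the 3 most abundant circRNAs and without TMM it was 44.0%. With limma, also without TMM, it was 74.1% and 75.9% at pseudocounts of 1 and 10. Among named circRNAs, 8 signs reversed. novel_circ_0000443 had log2 fold changes of -0.13 with library totals, -0.0456 with filterByExpr, -0.0909 with limma at either pseudocount and -0.0905 with the TPM totals and no TMM. With library totals novel_circ_0000442 was at -0.0238 and novel_circ_0000444 at -0.00351, and novel_circ_0000087 was at -0.0996 without the 3 most abundant circRNAs. None of these 4 passed the adjusted threshold under any setting. Outside the fits that left out a library, other values of named circRNAs changed sides of the threshold, 31 weaker and 8 stronger. In the fits that left out a library, 30 were weaker and 1 was stronger.

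A replicate block gave 6 calls, all among the 8, and 13 circRNAs at an unadjusted p under 0.05 in place of 26. The numbers did not pair the libraries: same-numbered libraries had correlations of deviations from their group means of 0.0848, -0.0171 and 0.0334.

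Requiring 2 of the 3 libraries of a group raised the circRNAs found in one group only from 18 to 103, as the looser rule admits more. The difference between within-group and between-group correlation fell from 0.0969 to 0.0263 without a filter; the cause was not tested. A minimum of 2 reads and a prior count of 0.25 changed nothing by construction, as no count equals 1 and ranks ignore the prior. The differences in total reads, circRNAs detected and share of the 10 most abundant kept their sign under all settings tried. With 3 libraries per group none of the exact tests can give a p below 0.10. Length and class of the circRNAs were not run. The depth limits the fold changes: 89 of the 210 circRNAs tested had 3 reads or fewer in every library of one group. With these computed against the floor of 3 reads, the median log2 fold change over the 210 was 0.12 with TMM and -0.25 with library totals. The fitted medians were 0.99 and 0.63. A circRNA with a group mean under that floor changes sign in this replacement. The values of 0.12 and -0.25 are therefore neither estimates nor bounds of a shift and give no direction.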

Other observations

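The tests below were chosen after the results they bear on were seen, except that the other splits of the libraries had been intended for the presence and correlation comparisons from the outset.

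The real split of the libraries gave more than any other. Of the 10 splits of the 6 libraries into 3 and 3, only 1, the real one, gave as many as 8 circRNAs with an adjusted p under 0.05, and the other 9 gave 0 or 1. The same held at an unadjusted p under 0.05, where 1 of the 10 splits gave 26 and the others gave from 0 to 7. It also held for the circRNAs found in one group only (18 against 1 to 7) and for the difference in correlation (0.0969 against at most 0.0244), each reached by 1 of the 10 splits. A share of 1 in 10 is the smallest the design can give, so chance cannot be told apart from a group difference by this count.

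The totals behind the deposited TPM exceeded the sums of the counts by 1821, 2331 and 1677 reads in the well-watered libraries and by 3619, 4665 and 2290 reads in the drought libraries. These numbers equal, to the read, the summed counts of novel_circ_0000443 and novel_circ_0000449 in 6 of 6 libraries. Of the 158203 pairs of listed circRNAs compared, 1 pair matched. Of 10000 redraws of the excess as independent counts, 0 equalled the summed counts of any pair in all 6 libraries. This argues against circRNAs of their own that the table does not list. A candidate explanation is 2 circRNAs counted a second time in the totals. Why they would have entered a second time was not tested. The deposited TPM would then be low by the same factor for every circRNA of a library, with the listed counts making up 68.9% to 72.6% of the totals. The factor was 71.5% ± 1.12 under drought and 69.6% ± 0.856 in well-watered leaves (SD, n = 3 each), so comparisons between groups in TPM shift by a ratio of 1.03.

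The larger number of circRNAs under drought was set against the depth of the libraries. Every library was thinned to 3770 reads at random 50 times, with single reads set to 0 as in the table. The lowest drought library stayed above the highest well-watered library by 49 to 67 circRNAs in all 50 tables. Leaving out the 3 most abundant circRNAs and rarefying the rest to 874 reads gave 156 ± 3.21 circRNAs under drought and 103 ± 12.2 in well-watered leaves (SD, n = 3 each). Simulated libraries of the real depths with no group difference gave a mean of 187 circRNAs under drought and 146 in well-watered leaves, against 286 and 113 observed. These simulations started from counts already without single reads and removed single reads again, so their numbers are not directly comparable with those observed. The gap that remained after thinning argues against depth alone as the whole cause. Drought itself stays open and untested, as does any difference in RNA handling or library preparation between the groups, which the labels do not describe. A related difference was in low counts: 31.3% ± 4.80 of the circRNAs detected in a drought library had 2 or 3 reads, against 20.2% ± 6.19 in well-watered leaves (SD, n = 3 each, exact permutation p = 0.10).

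The 18 circRNAs found in all drought libraries and no well-watered library were also set against depth. In the 50 thinned tables there were 5 to 15 such circRNAs under drought and 0 to 3 in well-watered leaves. In the 20 simulated tables with no difference and the real depths there were 1 to 9 and 0 to 2. The simulated numbers carry the limit given above, so they are not directly comparable with 18. Thinning lowered the number, so depth adds to it. The excess under drought at equal depth argues against depth as the source of all 18. Thinning also bears on the calls. novel_circ_0000301 was called by edgeR in 50 of the 50 thinned tables, which argues against depth for this circRNA. Among the other 5 calls higher under drought, the one called most often was novel_circ_0000591, in 23 of 50, and novel_circ_0000853 was called in 1. For these 5, thinning decides nothing, because it also removes the reads needed to detect a change. The test scales by library size, and 20 simulated tables with no group difference and the real library sizes gave at most 1 call each, in either direction. Under edgeR's fitted dispersions, deeper drought libraries are therefore argued against as the source of the 5 calls as a set, although not for each circRNA on its own. The tables were drawn from those dispersions and tested by edgeR, so spread beyond them was not tested. Drought, and differences in RNA handling or library preparation, stay open here too and were not tested.

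Of the 26 circRNAs at an unadjusted p under 0.05, 84.6% were higher under drought with TMM. The share was 57.7% with library totals, so TMM scaling may be a source of part of the excess. Other fits without TMM differed. The share was 64.0% with the TPM totals and 44.0% without the 3 most abundant circRNAs. With limma it was 74.1% and 75.9% at pseudocounts of 1 and 10. DESeq2 size factors in the edgeR fit gave 79.2%. With TMM and the stricter filterByExpr the share was also lower, at 50% of only 8 circRNAs. In the 50 tables thinned to 3770 reads per library, with TMM, a median of 12 were higher (7 to 18) and 5 lower (3 to 10). Unequal depth is therefore not excluded as a source of part of the excess, although thinning also removes reads needed to detect a change. TMM compares only circRNAs with reads in both libraries of a pair, and here most circRNAs have none in at least 1 library. Simulated tables without any change, at the real depths, gave 68.4% higher among the circRNAs at an unadjusted p under 0.05. A share of 68.4% can therefore arise with no net increase, but whether 84.6% can was not tested. Which scaling is right cannot be decided from counts relative to a total, so the direction of the bulk of low circRNAs stays open.

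The 3 most abundant circRNAs have consecutive numbers, and the 7 listed circRNAs numbered 439 to 449, within 5 of novel_circ_0000444, held 72.6% of all reads. This stretch includes both circRNAs that match the excess in the TPM totals. Over the table, circRNAs with consecutive numbers had more similar read totals than random pairs. The mean absolute log2 difference was 1.57 over 345 neighbouring pairs and 1.84 after permuting totals (one-sided permutation p = 0.0001, the smallest that 10000 permutations can give). Without numbers 439 to 449 it was 1.57 against 1.73 (one-sided permutation p = 0.009). Numbers given library by library are argued against, since circRNAs found in one library alone spread over at least 749 of the 945 numbers for each library. A candidate explanation is that neighbouring numbers share a source, such as 1 stretch of the genome, which the table cannot show without coordinates.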
